# Cisplatin Resistant Spheroids Model Clinically Relevant Survival Mechanisms in Ovarian Tumors

**DOI:** 10.1371/journal.pone.0151089

**Published:** 2016-03-17

**Authors:** Winyoo Chowanadisai, Shanta M. Messerli, Daniel H. Miller, Jamie E. Medina, Joshua W. Hamilton, Mark A. Messerli, Alexander S. Brodsky

## Abstract

The majority of ovarian tumors eventually recur in a drug resistant form. Using cisplatin sensitive and resistant cell lines assembled into 3D spheroids we profiled gene expression and identified candidate mechanisms and biological pathways associated with cisplatin resistance. OVCAR-8 human ovarian carcinoma cells were exposed to sub-lethal concentrations of cisplatin to create a matched cisplatin-resistant cell line, OVCAR-8R. Genome-wide gene expression profiling of sensitive and resistant ovarian cancer spheroids identified 3,331 significantly differentially expressed probesets coding for 3,139 distinct protein-coding genes (Fc >2, FDR < 0.05) (S2 Table). Despite significant expression changes in some transporters including MDR1, cisplatin resistance was not associated with differences in intracellular cisplatin concentration. Cisplatin resistant cells were significantly enriched for a mesenchymal gene expression signature. OVCAR-8R resistance derived gene sets were significantly more biased to patients with shorter survival. From the most differentially expressed genes, we derived a 17-gene expression signature that identifies ovarian cancer patients with shorter overall survival in three independent datasets. We propose that the use of cisplatin resistant cell lines in 3D spheroid models is a viable approach to gain insight into resistance mechanisms relevant to ovarian tumors in patients. Our data support the emerging concept that ovarian cancers can acquire drug resistance through an epithelial-to-mesenchymal transition.

## Introduction

High Grade Serous Ovarian Cancer (HGSOC) is the most lethal form of ovarian cancer with approximately 16,000 new cases in the United States each year with 5 year survival rates <30% [1]. Platinum and taxane-based chemotherapy are the most common first-line agents, however, eventual resistance to cisplatin and recurrence of ovarian cancer following initial therapy is a major limitation [2], and is associated with poor prognosis following recurrence [3]. Thus, there is a pressing medical need to identify predictive markers in order to identify patients who will benefit from chemotherapy, and to develop new treatment options for this lethal disease.

Myriad mechanisms of platinum therapy resistance have been identified including changes in cisplatin transport and trafficking, disruption of apoptosis, increased tolerance of cisplatin-DNA adducts, and increased DNA repair in response to cisplatin-DNA interactions [4, 5]. Many tumors exhibit multiple resistance pathways simultaneously [6].

Experimental models have not recapitulated the many features exhibited in tumors including intercellular communication and the influence of the microenvironment [7]. There has been increasing interest in 3D culture models amenable for high-throughput screening [7, 8]. We aimed to characterize a spheroid cisplatin resistance model and determine how well this model recapitulates resistance mechanisms observed in patients. Moreover, more in vitro models are needed to model the extensive heterogeneity of HGSOC [7]. Other recently derived resistant models such as SKOV3 [9] may not be good models of HGSOC, [10] leaving just OVCAR3 as a potential model[11].

Towards these goals, we derived a new OVCAR-8 cisplatin resistant cell line (OVCAR-8R) and used genome wide expression analysis to discover genes differentially expressed in the sensitive and resistant cells as spheroids. Genes differentially expressed between the parental and resistant OVCAR-8 cells are enriched for markers of the mesenchymal state and are associated with survival. Despite significant expression changes of cisplatin transporters, OVCAR-8R spheroids did not show significantly different intracellular platinum concentration or transport properties compared to the parental OVCAR-8 spheroids. We applied multiple methods to evaluate how similar the expression changes adapted by OVCAR-8R may be reflected in HGSOC tumors. A pathway and a direct evaluation of a set of genes both indicated that many features of OVCAR-8R spheroids model HGSOC tumors. These data indicate that the OVCAR-8R spheroid model captured critical aspects of cisplatin resistance relevant to ovarian cancer patients.

## Materials and Methods

### Reagents

Cisplatin (cis-diamminedichloroplatinum(II)) was purchased from Sigma-Aldrich.

The human ovarian adenocarcinoma cancer cell line OVCAR-8 cell line was purchased through the National Cancer Institute Developmental Therapeutics Program’s tumor repository program. OVCAR-8 was made resistant *in vitro* by continuous stepwise exposure to cisplatin up to 5 μM to produce the corresponding cisplatin-resistant cell line OVCAR-8R. The cells were stably resistant after 6 weeks of growth in the absence of cisplatin. All cell lines were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, Grand Island, NY) containing 10% fetal bovine serum (FBS) with antibiotics (50 units penicillin/mL DMEM, 50 μg streptomycin/mL). Cells were grown as attached monolayers and incubated in a humidified atmosphere with 5% CO_2_ at 37°C. OVCAR-8 cell lines were authenticated by the ATCC Cell Line Authentication Service.

### Cell viability assay

Cells were plated in 96 well plates and treated 24 h later with the indicated concentrations of cisplatin. Viability was measured after 96 h of treatment using the WST-1 reagent (Roche), according to the manufacturer’s instructions.

### Spheroid generation

Spheroids were generated by seeding OVCAR-8 and OVCAR-8R cells in low attachment agarose gel molds with hemispherical recesses. Gel casts were created by pouring 2% agarose into 3D Petri Dish casting molds (Microtissues, Providence, RI) [12, 13]. To generate spheroids with a diameter of about 300 μm, approximately 10,000–25,000 cells in 190 μL DMEM were placed in each mold and allowed to grow for 2–3 days before collection.

### Cisplatin uptake assay

Net cisplatin uptake was determined by measuring platinum content of ovarian cancer cells before and after incubation with cisplatin. Equal numbers of OVCAR-8 and OVCAR-8R cells were plated in T75 flasks. Cells were treated with 5 μM cisplatin for 3 hrs. After cisplatin treatment, cells were washed once with HBSS, and then with PBS lacking calcium and magnesium. Cells were then dissociated in PBS containing no calcium or magnesium and containing 5 mM EDTA, and centrifuged at 229 x g. The pellet was dissolved in 20 mM Tris, pH 7.6 and the cells lysed by multiple freeze-thaw cycles at -80°C.

Platinum was measured by using an Agilent 7500CE ICP-MS (Agilent Technologies, Palo Alto, CA) at the Interdisciplinary Center for Plasma Mass Spectrometry at the University of California at Davis. Cell lysates and platinum standards were introduced using a MicroMist Nebulizer (Glass Expansion, Pocasset, MA) into a temperature controlled spray chamber. Platinum standard solutions, were diluted from standardized platinum stock solutions (SPEX CertiPrep, Metuchen, NJ) to concentrations from 0.01 to 300 ppb in 3% nitric acid (Fisher Scientific, trace metal grade) in deionized water (Millipore). Cisplatin content, calculated from platinum concentrations, was normalized to protein concentration (Bio-rad assay, Bio-rad. Hercules, CA), and background readings, derived as platinum content of cells prior to cisplatin incubation, were subtracted. Net cisplatin uptake (expressed as μg cisplatin/g protein) was first determined as mol platinum per g protein and converted to weight of cisplatin by multiplying by the ratio of molecular weights of cisplatin (300.1 g/mol) to platinum (195.1 g/mol).

### Gene expression profiling by microarray analysis

Total RNA was isolated from spheroids using the Trizol reagent (Invitrogen, Carlsbad, CA). Microarrays were processed at the Yale Center for Genome Analysis facility. RNA was fragmented and labeled with the Affymetrix GeneChip Whole Transcript Target Labeling Assay and hybridized to the Affymetrix Human Gene 1.0 ST Arrays according to recommended Affymetrix protocols (Affymetrix, Santa Clara, CA). Signals were calculated by Robust Multichip Analysis (RMA) using Expression Console software (Affymetrix, version 1.1). Genes with low signals, defined as the lowest quartile in both cisplatin sensitive and resistant cells, were excluded from further analysis. Raw and processed microarray data were deposited into the NCBI Gene Expression Omnibus database (GSE45553).

### Quantitative RT-PCR

Total RNA was isolated as described above and reverse-transcribed to cDNA as described previously [14]. Quantitative real-time PCR was performed using a Biorad iCycler (Hercules, CA) and PCR products were detected by EvaGreen-DNA binding (SsoFast EvaGreen Supermix, Biorad). Gene expression relative to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was determined by the ΔΔC_t_ method. Primer sequences are listed in S1 Table.

### Bioinformatics and survival analysis

The Significance Analysis of Prognostic Signatures (SAPs) code and ovarian tumor datasets were downloaded from dryad [15]. The OVCAR-8R derived datasets were added to the MSigDB gene set list for SAPs analysis.

Hierarchical clustering was performed in Gene-E using Pearson correlation to calculate distances [16]. Survival analysis including the Cox Proportional Hazards model, Kaplan-Meier analysis, and statistical tests including Student’s t-test were performed in R. Multiple hypothesis corrections were performed using the qvalue package [17]. All The Cancer Genome Atlas (TCGA) data were downloaded from the TCGA data portal using the published dataset. All TCGA data include primary ovarian tumors only. The Australian Oncology Group microarray data for ovarian tumors, GSE9891, was downloaded from GEO. Signals were normalized and determined by RMA [18] and only primary tumors were considered.

## Results

### Selection of cisplatin resistant OVCAR-8 ovarian cancer cells

OVCAR-8 cells were chosen for this study because they readily form spheroids [13], have features indicative of high-grade serous ovarian cancer [10], are mutant for p53 [19] and form xenografts with HGSOC histology [20]. Therefore, we hypothesized OVCAR-8 cells would provide a good cell line model to investigate cisplatin resistance mechanisms in spheroid conditions. When initially derived and tested OVCAR-8 cells did not significantly express metallothionein and were considered cisplatin sensitive relative to other patient derived cell lines [21]. Selection of drug resistant lines from increasing drug concentrations remains a powerful tool to gain insight into resistance mechanisms; however, little is understood with regard to resistance mechanisms in the context of spheroid culture systems, which appear to model tumors significantly better than monolayer culture [22].

Serial exposure of OVCAR-8 cells to sub-lethal concentrations of cisplatin resulted in significant, lasting changes in cisplatin resistance (Fig 1). In both monolayer and spheroid conditions, cisplatin resistant cells, OVCAR-8R, showed a significant ~4-fold increase in the cisplatin IC50. In monolayer cultures, resistant cells showed greater adhesion to the culture vessel as indicated by the darker and flatter appearance under phase contrast (Fig 1C and 1D) although no morphological differences could be determined for the spheroids themselves (Fig 1E and 1F). The proliferation rate of resistant cells was also diminished compared to sensitive cells (data not shown). Cells remained resistant after growing in the absence of cisplatin for multiple generations. We hypothesized that the differences between the resistant and sensitive spheroids would better model mechanisms of resistance active in ovarian tumors compared to monolayer culture. To begin to test this hypothesis, we examined the mRNA expression differences between the parental OVCAR-8 and the resistant OVCAR-8R cells in spheroids using Affymetrix microarrays. 

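RNA from spheroids of both lines was hybridized to 8 Affymetrix Human Gene ST arrays, 4 of cisplatin-resistant OVCAR-8R spheroids, a line that the sample labels call OVCAR-8C, and 4 of parental OVCAR-8 spheroids. OVCAR-8 is an ovarian carcinoma cell line. OVCAR-8R was derived from it by stepwise exposure to cisplatin, a platinum drug that crosslinks DNA, up to 5 μM. Spheroids are compact cell aggregates, here about 300 μm across, that form when cells are seeded in agarose molds to which they cannot attach. The authors computed the signal of each probeset by RMA, which corrects background, quantile-normalizes the arrays and summarises the probes of a probeset. The deposited values are on a linear intensity scale and were put on the log2 scale here. The median log2 signal lay between 6.68 and 6.73 on the OVCAR-8R arrays and between 6.67 and 6.73 on the OVCAR-8 arrays. Of 33297 probesets, 19460 are named by 1 gene, 1754 by several genes and 12083 are unnamed in the annotation used here. Probesets in the lowest quartile of signal in both lines were left out, as in the methods, and 25628 were kept. They measure 15931 genes by name, each represented by its probeset with the highest mean. Every difference below is the mean log2 signal of OVCAR-8R minus that of OVCAR-8, with its standard error from limma and 4 arrays per line. Genes are called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over the probesets kept and a difference of at least 2-fold. The sample titles number the 4 arrays of each line as biological replicates, without saying at which step they were separated. OVCAR-8R arrays 1 and 3 deviated from the line's mean together (r = 0.427 over probesets), as did arrays 2 and 4 (r = 0.484). Where the dimmer line's mean lies in the lowest quartile of signal, near background, the size of a difference is uncertain and is best read as a lower bound. Among the genes named at the findings, this holds for SNORD116-14, OSMR, SC5D, MID1, IL1B, EGF, LIN28B, FANCF, NEIL3, BCL2A1, IL18, IL1A, NT5E, GDA, LUM, CD24, PSMD5, NLGN1 and FGF9. For SNORD116-14 the bound is that of its probeset, whose signal near-identical copies may share.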

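In OVCAR-8R spheroids, 1334 genes were higher and 1334 genes were lower than in OVCAR-8 spheroids, out of 15931 measured. UCA1, a long non-coding RNA, rose by 6.59 on the log2 scale (standard error 0.10), OSMR, the receptor subunit of oncostatin M, by 6.51 (0.09) and TM4SF1, a tetraspanin-like surface protein, by 5.78 (0.08). The probeset of SNORD116-14, a small nucleolar RNA gene, rose by 8.39 (0.11). Near-identical copies of this gene may share that signal, so the rise cannot be assigned to this copy alone. The signals of this probeset and of OSMR in OVCAR-8 lie in the lowest quartile, so these sizes are lower bounds for the probesets. SC5D, an enzyme of cholesterol synthesis, fell by 6.34 (0.17), the neuronal surface protein gene NRN1 by 6.28 (0.11), MID1, an E3 ubiquitin ligase gene, by 5.46 (0.07) and IRS4, an adaptor of insulin and IGF signalling, by 5.41 (0.11). GLUL (glutamine synthetase) and the cell cycle gene CCND2 fell by 4.99 and 4.61, although the other GLUL probeset fell by only 2.73. Changes over 8-fold were mostly increases, with 176 genes higher and 49 lower. By probeset, 3675 changed, 1819 of them higher and 1856 lower. Across genes, arrays of one line correlated with a mean r of 0.992 and arrays of different lines with a mean r of 0.858. The first principal component, which separated the lines, held 91.8% of the variance.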

OVCAR-8 and OVCAR-8R cells had strikingly different expression profiles with 3,139 transcripts significantly differentially expressed (Fc >2, q<0.01) (S2 Table).

**Fig 1:**
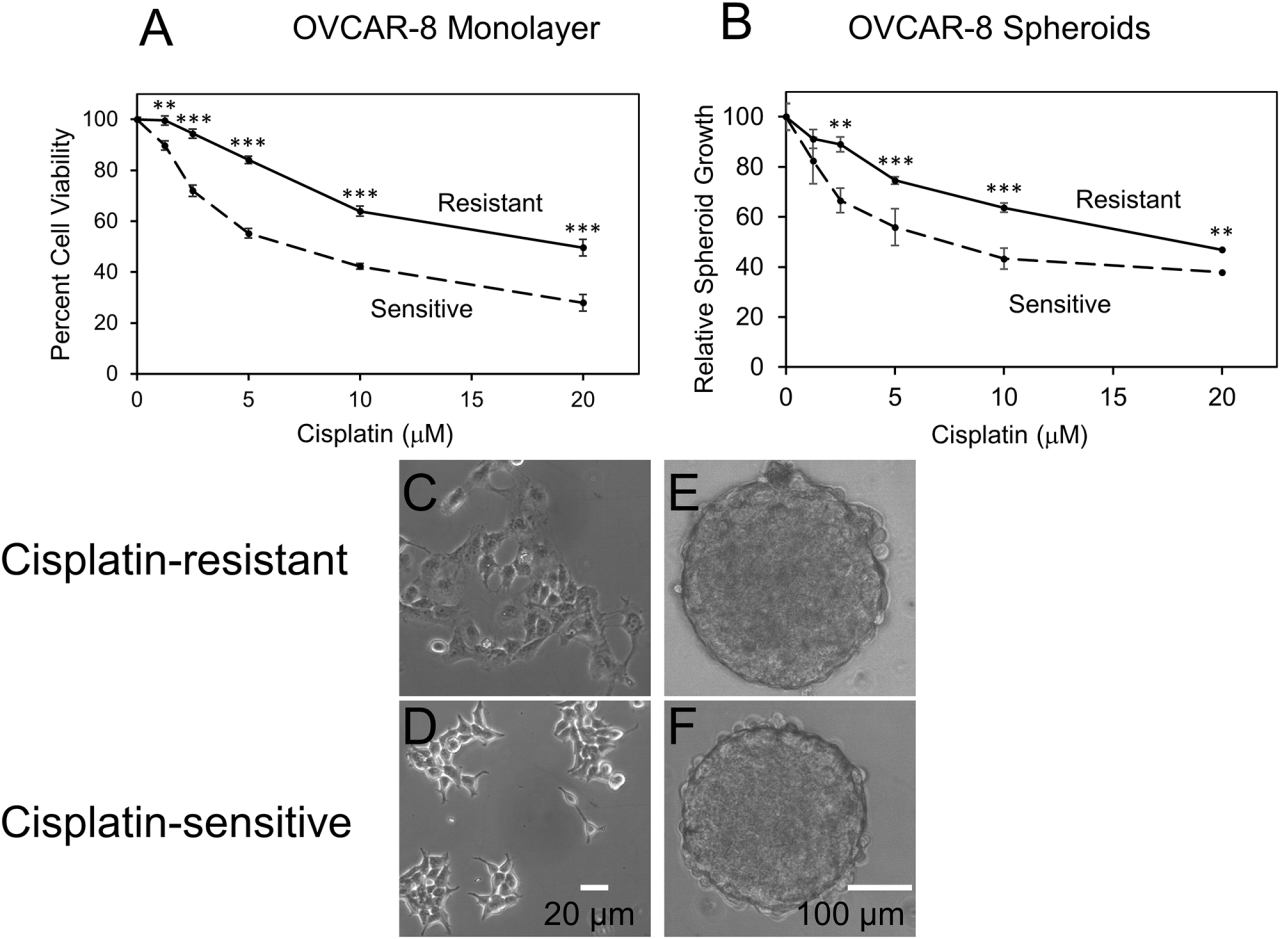
Selection of OVCAR-8 cells in increasing concentrations of cisplatin exposure leads to sustained resistance to cisplatin treatment. Cell viability of cisplatin resistant and sensitive cells grown as monolayers (A) or spheroids (B), expressed as a percentage of untreated viability, following exposure to varying concentrations of cisplatin for 96 h. Statistical comparisons were performed at each dose using a two-tailed Student’s t-test. Asterisks (**, p<0.01; ***, p<0.001) indicate significant difference in viability between cisplatin-sensitive (dashed line) and resistant cells (solid line) at the same cisplatin concentration (mean ± SE, n = 9). (C+D). Photomicrographs of cisplatin resistant (C) and sensitive (D) cells under phase contrast illumination. Resistant cells display stronger adhesion to the substrate while sensitive cells do not. Photomicrographs of spheroids from resistant (E) and sensitive (F) lines.

Eight genes were selected with a wide range of expression differences between the resistant and sensitive cells to test in an orthogonal assay (Fig 2A and 2B). 

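All 8 genes passed the test on the arrays, 5 higher and 3 lower in OVCAR-8R spheroids. The collagenase gene MMP1 rose by 6.86 on the log2 scale (standard error 0.17, adjusted p = 1.30e-09 from limma) and the cytokine gene IL1B by 6.65 (0.10, adjusted p = 1.11e-10). EGFR, the receptor of EGF, rose by 3.03 (0.10) and the integrin subunit gene ITGB1 by 1.67 (0.07). The metallothionein gene MT1E was also higher. LIN28B, an RNA-binding protein that blocks let-7 microRNAs, fell by 5.28 (0.10), the ubiquitin gene UBB by 5.09 (0.10) and the transcription factor gene TCF4 by 1.70 (0.14). Adjusted over the list alone the counts were also 5 and 3, and since the study chose the genes on these samples they are not independent evidence. The array differences correlated with the qPCR bars of Fig. 2B, read by eye, across the 8 genes (Pearson r = 0.987, exact permutation p = 0.000174, adjusted 0.000347 for 2 correlations, and Spearman rho = 0.952, exact permutation p = 0.00114). Without the 2 genes farthest from the median difference, r was 0.978 (exact permutation p = 0.00417). Genes are not independent replicates.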

The differences in expression between OVCAR-8 and OVCAR-8R for these genes were significantly correlated between qPCR and microarray, supporting further analysis of the microarrays.

**Fig 2:**
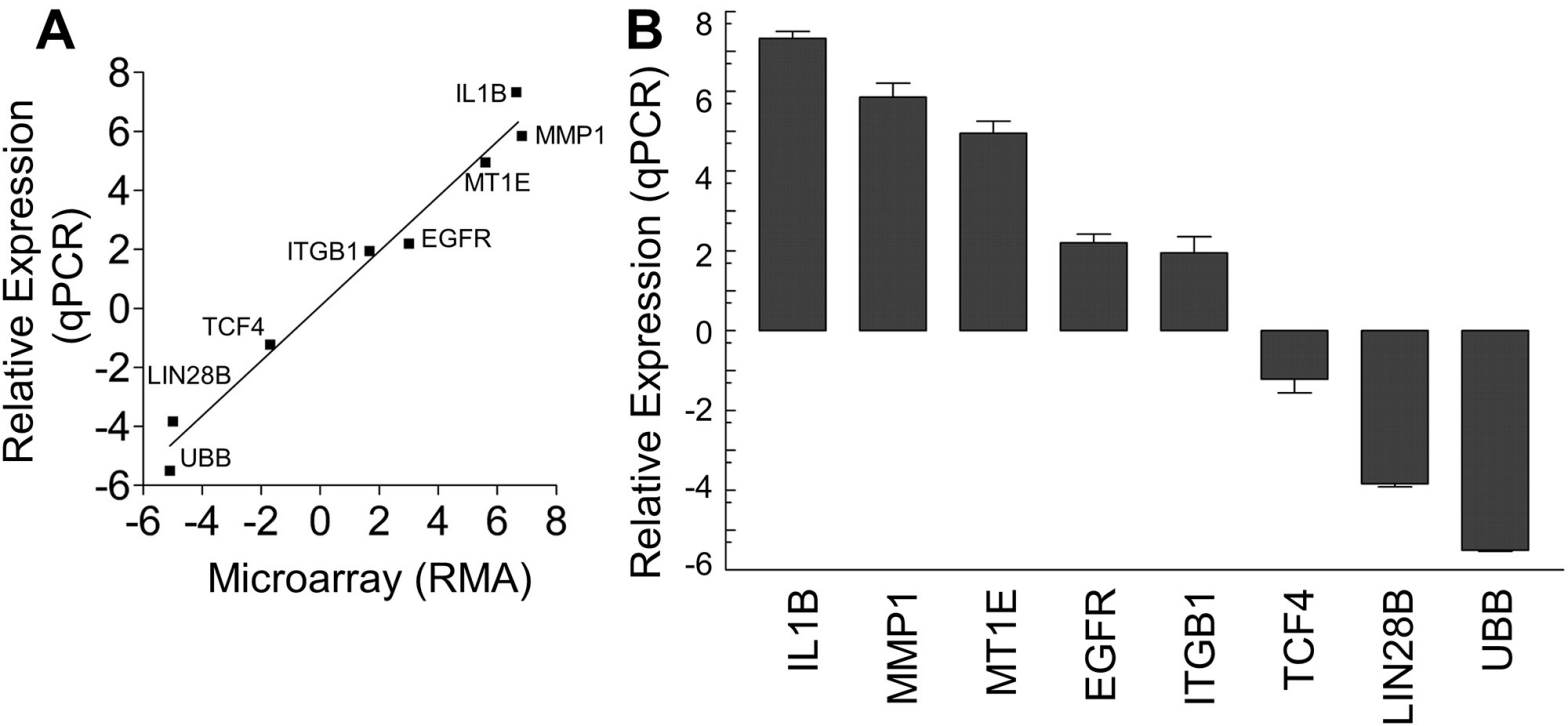
Differentially expressed transcripts between OVCAR-8R and OVCAR-8 spheroids are correlated between microarray and qPCR assays. Genes in the microarray dataset with differences in expression between sensitive and resistant ovarian cancer spheroids. (A) qPCR and microarray expression levels correlate. qPCR relative expression was calculated relative to GAPDH. Microarray scores are RMA. Trend line was determined by linear regression (r^2^ = 0.71, p = 0.009). (B) The fold changes for the selected transcripts.

### OVCAR-8R cells sequester cisplatin

Drug transporters that mediate intracellular drug concentration have been investigated as drivers of chemoresistance [23]. 

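Of 17 measured genes for platinum and drug transporters, 2 were higher and 4 were lower in OVCAR-8R spheroids, and 11 did not pass the test. ABCB1, which encodes the drug exporter MDR1, fell by 1.60 on the log2 scale (standard error 0.09, adjusted p = 4.26e-07). SLC31A1, the copper importer that also takes up cisplatin, fell by 1.31 (0.13, adjusted p = 1.49e-05), and the copper-exporting ATPase gene ATP7A fell by 1.36 (0.08, adjusted p = 7.05e-07). SLC47A1, which encodes the organic cation extruder MATE1, fell the most in the list, by 2.90 (0.13). In the other direction, ABCC1 (MRP1) rose by 1.50 (0.09, adjusted p = 5.18e-07) and ABCA3, a lipid transporter, by 1.28 (0.12, adjusted p = 1.11e-05). ABCC2, ABCG2 and ATP7B had log2 differences of 0.61, -0.26 and -0.24 and did not pass the 2-fold threshold. With treat, which tests for more than 2-fold, SLC31A1 and ABCA3 did not pass. The counts adjusted over the list alone were also 2 and 4. As a set, the list did not stand apart from other genes (camera, adjusted p = 0.89), with a median of 0.26 and a mean of -0.13.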

Many candidate cisplatin exporters, associated with cisplatin sensitivity were significantly down-regulated, MDR1 (Fc > 3, q = 2e-5), hCTR1/SLC31A1 (Fc >2, q = 2.6e-4) [24], ATP7A (Fc>2, q = 2e-5) [25] while others were up-regulated, MRP1/ABCC1 (Fc = 3, q = 1.7e-5) [26] and ABCA3 (Fc>2, q = 2e-4) [27], in the resistant line (S2 Table). However, even though multiple pre-clinical models suggest the importance of MDR1 in cisplatin resistance, MDR1 expression has only rarely been correlated with responses and survival in ovarian cancer patients, even when considering multiple mechanisms of increasing MDR1 expression including promoter fusions [23].

The complicated mixture of differential expression of known cisplatin transporters did not immediately suggest that cisplatin transport was responsible for the observed resistance. To test whether drug transport and subsequent changes to intracellular concentration were driving resistance in OVCAR-8R spheroids, we measured intracellular platinum concentration in the spheroids using a cisplatin uptake assay by mass spectrometry. No difference in net uptake of cisplatin in cisplatin-sensitive (25.2 ± 8.2 μg cisplatin/g protein) spheroids, compared to cisplatin-resistant spheroids (26.5 ± 7.7 μg cisplatin/g protein) was observed. These observations indicate that even though expression of many drug transporters was down-regulated in resistant cells, the intracellular platinum concentration remained unaffected.

As OVCAR-8R spheroids did not demonstrate reduced intracellular platinum concentrations, other potential resistant pathways were evaluated. To handle intracellular platinum concentrations, sequestration can be mediated by platinum binding proteins including Glutathione-S Transferases and metallothioneins [5]. Large increases in expression of genes that bind cisplatin such as metallothioneins (MT2A and MT1E) were observed, indicating that the concept cisplatin may be sequestered in these cells. The metallothionein I and II isoforms have increased expression between 3-fold to 7-fold in OVCAR-8R cells, and MT1E was among the top genes up-regulated (Fc = 47, q = 3e-7) compared to OVCAR-8 cells. 

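Of 10 measured metallothionein genes, 7 were higher in OVCAR-8R spheroids and 3 did not pass the test. These genes encode small cysteine-rich proteins that bind zinc, copper and other metals. MT1E rose by 5.61 on the log2 scale (standard error 0.08, n = 4 arrays per line, adjusted p = 9.10e-11 from limma), a 48.7-fold difference. MT2A rose by 3.26 (0.11, adjusted p = 1.31e-08), and its 3 probesets gave differences from 3.20 to 3.29. MT1M rose by 3.12 (0.08), MT1G by 2.72 (0.08), MT1X by 2.23 (0.11), MT1F by 2.23 (0.16) and MT1B by 1.56 (0.14). MT1H had a difference of 0.92 (0.17) and MT4, which is typical of stratified epithelium, one of 0.63 (0.15), both under 2-fold. MT3, a brain isoform, had a difference of 0.02 (0.14). The list was higher as a set (camera, adjusted p = 1.18e-05), but not with an estimated correlation between its genes (adjusted p = 0.0703 with an estimated correlation), and 7 genes were also higher when adjusted over the list alone. Sequences of these genes are similar, so probesets may share signal.

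**Figure D1:**
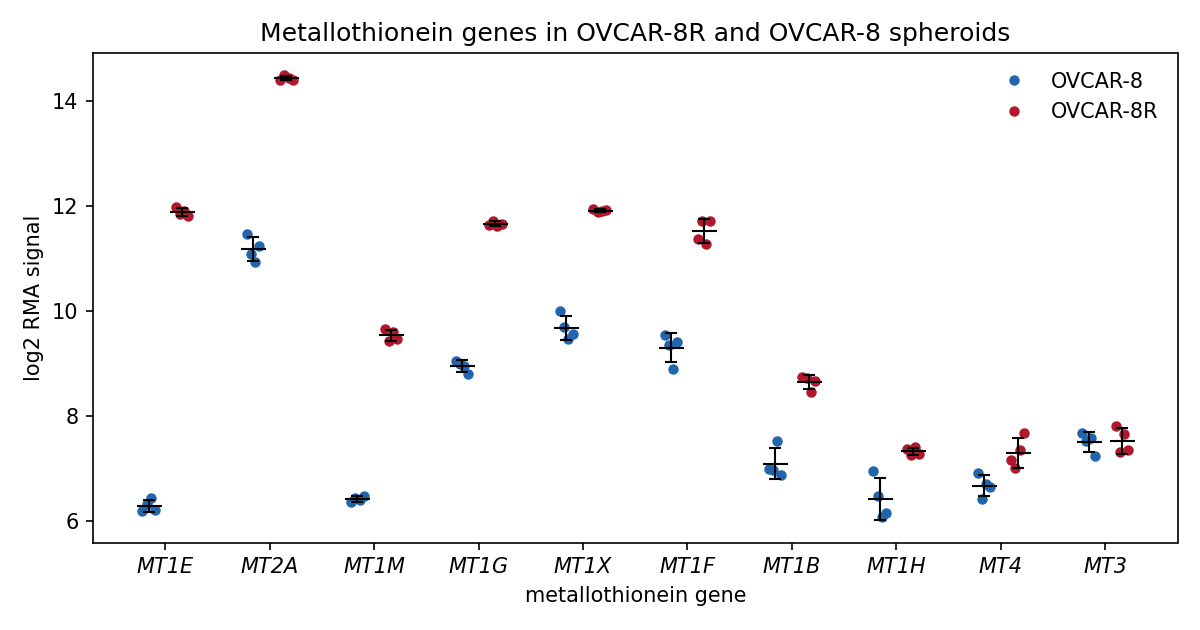
Log2 RMA signal of each metallothionein gene on the 4 OVCAR-8R arrays (red) and the 4 OVCAR-8 arrays (blue), with the mean and SD of each line in black, ordered by the difference. For MT1E the lines differ by 5.61 and for MT3 by 0.02.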

Higher expression of metallothioneins is a known mechanism of cisplatin resistance and increased expression in OVCAR-8R cells may drive platinum sequestration and drug resistance [4].

To identify pathways that may be mediating resistance, gene set enrichment analysis, (GSEA), was performed [28]. DNA repair pathways can be up-regulated in resistant cells and have been associated with patient survival [29]. The nucleotide excision repair pathway was not significantly differentially expressed (S3 Table). 

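Of 32 measured nucleotide excision repair genes, 1 was lower in OVCAR-8R spheroids, none was higher and 31 did not pass the test. RFC3, a subunit of the clamp loader used in repair synthesis and replication, fell by 1.96 on the log2 scale (standard error 0.07, adjusted p = 1.36e-08). ERCC1, which pairs with ERCC4 to form the nuclease that cuts on one side of the lesion, had a difference of 0.52 (0.08), ERCC4 one of -0.67 (0.09) and the damage sensor XPC one of 0.30 (0.08). The helicase subunit gene ERCC2 and the splicing-linked repair gene XAB2 had differences of 0.75 and 0.81, and GTF2H5 one of -0.95. At any size of difference, 9 genes were higher and 17 were lower at an adjusted p under 0.05. The median of the list was -0.30 and the set did not stand apart from other genes (camera, adjusted p = 0.272). Adjusted over the list alone, the count was also 1.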

GSEA revealed that none of the major DNA repair pathways were significantly enriched in the OVCAR-8R spheroids (S3 Table). 

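Genes of homologous recombination and the Fanconi anemia pathway were lower in OVCAR-8R spheroids for 7 of 24 measured genes, with 1 higher and 16 not passing the test. BRCA1 fell by 2.87 on the log2 scale (standard error 0.08, n = 4 arrays per line, adjusted p = 3.37e-09 from limma), its partner BARD1 by 2.02 (0.09) and FANCB by 2.37 (0.12). FANCF, a member of the Fanconi anemia core complex, rose by 2.03 (0.15). In base excision repair, 3 of 17 genes were lower, the glycosylase gene NEIL3, which fell by 5.04 (0.08), PARP1 (fell by 1.33) and TDG (fell by 1.30). Of 6 mismatch repair genes, the exonuclease gene EXO1 fell by 1.97 (0.08) and MLH3 rose by 1.27 (0.16). LIG4, the ligase of end joining, rose by 1.30 (0.11) as 1 of 11 genes, and the 7 translesion synthesis genes lay between -0.88 (REV3L) and 0.72 (REV1) and did not pass. With treat, which tests for more than 2-fold, the calls of TDG, MLH3 and LIG4 ended among the genes named here. The count of 7 lower recombination genes is that without treat. The counts above were the same adjusted over the list alone. Recombination genes were lower as a set (camera, adjusted p = 0.000255), a call lost with an estimated correlation between genes (adjusted p = 0.579 with an estimated correlation). The other lists did not stand apart, at adjusted p = 0.113 for mismatch repair, 0.228 for base excision repair, 0.935 for end joining and 0.183 for translesion synthesis.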

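Of 11 measured apoptosis inhibitor genes, 4 were higher in OVCAR-8R spheroids and 7 did not pass the test. BCL2L1, which encodes the survival protein BCL-xL, rose by 1.89 on the log2 scale (standard error 0.10, n = 4 arrays per line, adjusted p = 1.84e-07 from limma). TNFAIP3, a brake on TNF signalling, rose by 2.35 (0.08), BCL2A1 by 1.54 (0.13) and CFLAR, which blocks caspase-8, by 1.07 (0.10), although a further CFLAR probeset gave 0.19 and the mean of both probesets did not pass. BCL2 and XIAP had differences of -0.45 and -0.55, and MCL1 one of -0.06. Among 20 pro-apoptotic genes, the death receptor gene TNFRSF10A rose by 1.15 (0.11), BCL2L11 (BIM) fell by 1.19 (0.12) and 18 did not pass. Cytokine and chemokine genes rose, 12 of 20 measured, with 8 not passing. IL6 rose by 6.62 (0.09, adjusted p = 9.10e-11), IL18 by 6.57 (0.11), CXCL8 (IL8) by 4.41 (0.17), IL1A by 3.84 (0.09) and TNF by 1.27 (0.12), and the neutrophil attractants CXCL2 and CXCL1 by 4.35 and 3.85. CCL2 had a difference of -0.39 (0.11). Under treat, which tests for more than 2-fold, the calls of TNF, CFLAR, TNFRSF10A and BCL2L11 ended. Adjusted over the list alone, the counts did not change. As sets, the cytokine list was higher (camera, adjusted p = 7.07e-08, and adjusted p = 0.0703 with an estimated correlation), while apoptosis inhibitors (adjusted p = 0.0832) and pro-apoptotic genes (adjusted p = 0.743) did not stand apart.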

GSEA did identify numerous differentially expressed pathways (S3 Table), consistent with increased resistance including apoptosis regulation (Apoptosis Hallmark gene set NES = 1.9, FDR = 2e-4), including the apoptosis inhibitors, BIRC3 and BCL2L1 (S2 Table), and the inflammatory response Hallmark gene set (NES = 2.3, FDR < 1e-4), characterized by increased expression of IL6, IL18, IL8, IL1A, and TNF (S2 Table).

Reactome nucleotide metabolism gene set (NES = 1.4, FDR = 0.18) including NT5E, recently linked to cisplatin resistance [30] (S2 Table) was strongly up-regulated OVCAR-8R spheroids. Together, these observations indicate that multiple pathways are dysregulated contributing to the increased resistance of the OVCAR-8R spheroids.

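Of 43 measured nucleotide metabolism genes, 6 were higher in OVCAR-8R spheroids, 5 were lower and 32 did not pass the test. NT5E, the surface enzyme CD73 that makes adenosine from AMP, rose by 6.20 on the log2 scale (standard error 0.13, adjusted p = 7.07e-10 from limma). The deaminase genes CDA and GDA, which act on cytidine and guanine, rose by 4.36 (0.14) and 4.34 (0.15), DPYD and XDH, which break down pyrimidines and purines, by 1.96 and 1.23, and thymidine kinase gene TK1 by 1.19. HPRT1, the purine salvage enzyme, fell by 1.66 (0.10), the ribonucleotide reductase genes RRM1 and RRM2B by 1.19 and 1.21, and ATIC and ADSL of purine synthesis by 1.17 and 1.10. The calls of XDH, TK1, RRM1, RRM2B, ATIC and ADSL ended with treat, which tests for more than 2-fold. The median of the list was -0.12, its mean 0.25, and as a set it did not stand apart from other genes (camera, lower, adjusted p = 0.823). Adjusted over the list alone, 6 were higher and 5 lower.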

### Resistant OVCAR-8R cells are more mesenchymal

In order to test the hypothesis that the OVCAR-8R cells are more mesenchymal compared to OVCAR-8 cells, we evaluated whether the global gene expression program was indicative of a more mesenchymal phenotype. Mesenchymal cancer cells can be identified by examination of expression signatures indicative of mesenchymal states [31]. Epithelial-mesenchymal transition (EMT) status in ovarian tumors is typically associated with more aggressive tumors and shorter survival [32, 33]. The EMT hallmark gene set was the top-ranked cancer hallmark gene set when comparing OVCAR-8R and OVCAR-8 spheroids by GSEA (Fig 3A). 

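Of 41 measured mesenchymal marker genes, 27 were higher in OVCAR-8R spheroids, 1 was lower and 13 did not pass the test. The receptor kinase gene AXL rose by 4.50 on the log2 scale (standard error 0.11, n = 4 arrays per line), the BMP antagonist gene GREM1 by 4.09 (0.11), the matrix protein genes THBS1 and SPARC by 3.77 (0.07) and 3.25 (0.09), and the collagen crosslinking enzyme gene LOXL2 by 3.66 (0.12). CDH2 (N-cadherin), ACTA2 and the collagen genes COL1A2, COL3A1 and COL5A1 had differences of 0.70, 0.02, -0.04, -0.07 and -0.09 and did not pass. LUM, a proteoglycan of fibroblasts, fell by 1.15 (0.11), a call that ended with treat. The call of at least CDH11 among the higher genes ended too, and the count of 27 is that without treat. The list was higher as a set (camera, adjusted p = 2.05e-11, and 0.0145 with an estimated correlation), with a median difference of 1.95, and adjusted over the list alone the counts were again 27 and 1. The list was written from general knowledge and is not the hallmark set that the paper tested. Part of the paper's Table S2 had been seen when it was written.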

Common mesenchymal markers including MMP1, CD44, TGFBI, FN1, and vimentin had significantly higher expression in OVCAR-8R cells (Fig 3B). 

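MMP1, which encodes an interstitial collagenase, had a mean log2 signal of 13.27 ± 0.07 (SD, n = 4) in OVCAR-8R and 6.41 ± 0.39 (SD, n = 4) in OVCAR-8 spheroids. CD44, the hyaluronan receptor, rose by 5.88 on the log2 scale (standard error 0.08, adjusted p = 9.10e-11 from limma), from 5.89 ± 0.12 (SD, n = 4) to 11.77 ± 0.07 (SD, n = 4). FN1 (fibronectin) rose by 5.86 (0.13, adjusted p = 8.46e-10) and TGFBI, a matrix protein induced by TGF-β, by 5.48 (0.10, adjusted p = 2.80e-10). VIM, the intermediate filament of mesenchymal cells, rose by 2.06 (0.07, adjusted p = 1.08e-08), a 4.16-fold difference, from a signal of 10.85 ± 0.08 (SD, n = 4) in OVCAR-8. For each of the 5 genes, every OVCAR-8R array was above every OVCAR-8 array.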

Dr. Brugge and colleagues recently reported ovarian cancer cells that were more mesenchymal were more invasive and correlated with poor outcome [33]. We observed significant overlap between the 3,139 differentially expressed resistant genes and the EMT signature proposed by Taube et al. (2010) (Overlap = 91 genes, *P* = 0.0001). These 91 EMT genes were strongly differentially expressed between OVCAR-8 and OVCAR-8R spheroids (Fig 3C). However, none of the major EMT transcription factors (SNAI1, SNAI2, TWIST1, ZEB1, or ZEB2) were significantly up-regulated in OVCAR-8R cells. 

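Of 91 measured genes among the 95 names read by eye from Fig. 3C, 56 were higher in OVCAR-8R spheroids, 25 were lower and 10 did not pass the test. Besides matrix and protease genes, those that rose include SRGN, a proteoglycan of secretory granules, at 4.22 on the log2 scale (standard error 0.15), the membrane peptidase gene MME at 3.68 (0.09), ANXA3 at 3.55 (0.10) and the protease inhibitor gene SLPI at 3.12 (0.16). The frizzled receptor gene FZD3 fell by 3.71 (0.09), the carbonic anhydrase gene CA2 by 3.62 (0.08), the collagen receptor kinase gene DDR2 fell by 3.59 (0.10) and the ankyrin gene ANK3 by 2.23 (0.07). HAS2, a hyaluronan synthase, had a difference of -0.98 (0.14) and did not pass. The counts adjusted over the list alone were also 56 and 25. The study chose these genes on these samples, so their counts are not independent evidence of a direction. The genes were counted without regard to which way each one goes in the EMT signature. The 56 are therefore not a count of genes that moved towards the mesenchymal state.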

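None of the 13 measured EMT transcription factor genes was higher in OVCAR-8R spheroids by the test, 2 were lower and 11 did not pass. ZEB1, a repressor of epithelial genes, fell by 1.03 on the log2 scale (standard error 0.10, adjusted p = 1.10e-05 from limma), just past the 2-fold threshold, and did not pass it with treat, cyclic loess or array weights, or without OVCAR-8R replicate 3 or OVCAR-8 replicate 4. SNAI1 had a difference of 0.73 (0.10) and ZEB2 one of 0.72 (0.08), each under 2-fold although their adjusted p-values were 0.000130 and 2.36e-05. SNAI2 had a difference of 0.33 (0.12, adjusted p = 0.0501) and TWIST1 one of 0.08 (0.10, adjusted p = 0.516). TWIST2 and PRRX1 had differences of 0.59 and -0.86. At any size of difference, 5 factors were higher and 3 lower at an adjusted p under 0.05. The set did not stand apart from other genes (camera, adjusted p = 0.483), and adjusted over the list alone the counts were the same.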

In fact, only ZEB1 was modestly differentially expressed and it was 2-fold down-regulated in the resistant cells. Of special note, the expression of these factors was already high in OVCAR-8 spheroids, likely from the adaptation to spheroid cultures, which has been reported to increase expression of mesenchymal markers [33].

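In OVCAR-8 spheroids the mean log2 signal was 11.23 ± 0.11 (SD, n = 4) for SNAI2, 9.31 ± 0.12 for ZEB1, 8.71 ± 0.05 for ZEB2, 8.50 ± 0.17 for TWIST1 and 5.66 ± 0.14 for SNAI1. In OVCAR-8R spheroids it was 11.56 ± 0.25 for SNAI2, 8.28 ± 0.15 for ZEB1, 9.43 ± 0.11 for ZEB2, 8.59 ± 0.09 for TWIST1 and 6.39 ± 0.13 for SNAI1. These genes encode repressors of the epithelial program. Of them, SNAI1 alone lay below the median of all probesets in OVCAR-8 (6.683). Probesets differ in how strongly they respond, so the levels of different genes cannot be ranked on the arrays. Cells grown in monolayer were not measured on these arrays.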

**Fig 3:**
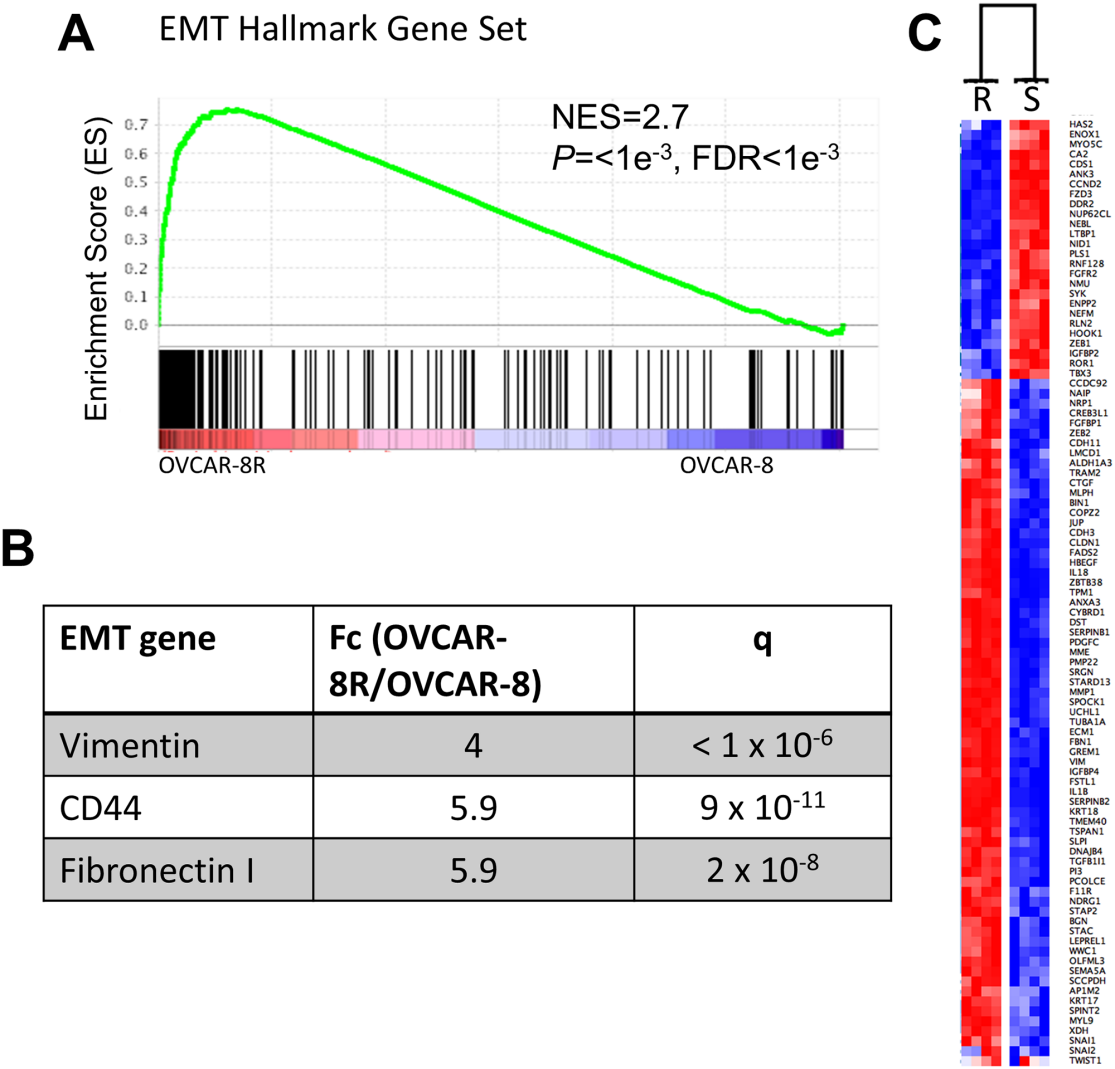
Cisplatin resistance genes significantly overlap with genes associated with the mesenchymal state. (A) GSEA enrichment shows that the EMT hallmark gene set is significantly biased towards OVCAR-8R spheroids compared to OVCAR-8. (B) Key mesenchymal markers are significantly up-regulated in OVCAR-8R compared to OVCAR-8 spheroids. (C) The Taube EMT signature separates the OVCAR-8R and OVCAR-8 spheroids by hierarchical clustering using Gene-E with Pearson correlation calculated distances. Each row represents a gene. R is the OVCAR-8R and S is the parental OVCAR-8 spheroids. Red indicates higher risk, blue indicates lower risk.

Alternatively, EMT could be driven by YAP1, another transcriptional driver that increases cancer stemness and EMT in multiple systems [34]. 

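YAP1, the transcriptional coactivator at the end of the Hippo pathway, rose by 1.53 on the log2 scale in OVCAR-8R spheroids (standard error 0.09, n = 4 arrays per line, adjusted p = 3.45e-07 from limma), a 2.88-fold difference. Of 21 measured YAP1/TAZ target genes, 15 were higher and 6 did not pass the test. With treat, which tests for more than 2-fold, the call of at least GADD45A among the higher genes ended. F3 (tissue factor) rose by 5.48 (0.11), MYOF by 5.12 (0.08), the matricellular genes CCN1 and CCN2 by 4.23 (0.09) and 3.39 (0.15), and ANKRD1, a cardiac stress protein gene, by 4.01 (0.09). LATS2, which encodes a kinase that inhibits YAP1, had a difference of 0.82 (0.08) and FOXF2 one of -0.91 (0.10), and neither passed. Among 14 Hippo pathway components, 3 were higher, 2 lower and 9 did not pass. WWC1 rose by 1.53 (0.10) and the partner transcription factor gene TEAD1 by 1.24 (0.11) (not passing with treat), whereas the upstream inhibitor gene NF2 (merlin) fell by 2.34 (0.16) and AMOT by 3.30 (0.14). The YAP1 paralog gene WWTR1 (TAZ) had a difference of 0.69 (0.08). The target list was higher as a set (camera, adjusted p = 3.91e-10, and 0.0145 with an estimated correlation), the Hippo list was not (adjusted p = 0.183), and the counts were the same adjusted over the list alone. NT5E, AXL and TGFB2 belong to the target list too, and the mesenchymal list shares AXL, CCN1 and CCN2 with it.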

YAP1 is expressed 3 fold higher in OVCAR-8R spheroids (Fc = 1.5, q = 1e-5) and a YAP1 gene expression program is up-regulated as well (YAP1_up gene set [35], NES = 1.75, FDR = 0.002). These observations indicate a potential mechanism of EMT control, independent of expression changes of more classical EMT transcription factors, as YAP1 has recently been reported to drive EMT in multiple systems including ovarian cancer [34, 36–38]. OVCAR-8 cells are KRAS mutant and activation of YAP1 may be working with KRAS activation to drive resistance [37], indicating that inhibition of both KRAS and YAP1 could overcome resistance in this model.

### Resistance gene expression signature is associated with survival

An increased mesenchymal state has been associated with shorter survival in ovarian cancer [33]. In order to determine if mechanisms of resistance captured by gene expression in OVCAR-8R spheroids were relevant to ovarian tumors in patients, we pursued two approaches to examine gene expression in ovarian tumors. We tested if the cisplatin resistant gene sets were significantly associated with poor survival, relative to random gene sets and gene sets from MsigDB using the SAPS algorithm [39]. The SAPS approach considers a whole gene set, similar to GSEA, such that different combinations of transcripts may be biased in any one sample and the cumulative bias across all samples leads to the enrichment scores. The SAPS gene set approach was applied to 1735 ovarian cancer patients from twelve ovarian tumor datasets with available overall survival data as described [40]. SAPS compares each gene set to random gene sets of equivalent size (p_random, Fig 4). We examined two gene sets with the largest fold changes between the OVCAR-8R and OVCAR-8 with q<0.01 at Fc >3 and >4 and compared the resistance gene set to those from the Kegg, Reactome, BioCarta, and Gene Ontology databases. 

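At an adjusted p under 0.01, 1386 probesets differed by more than 3-fold and 774 by more than 4-fold between OVCAR-8R and OVCAR-8 spheroids. With the same numbers read as log2 differences, 286 probesets differed by more than 3 and 130 by more than 4. The Fc column of the paper's Table S2 holds log2 differences, and the text does not say on which scale the 2 gene sets were taken. By gene, 225 changed by more than 3 on the log2 scale and 96 by more than 4. Among the latter were ICAM1, an adhesion molecule gene that rose by 5.27 (standard error 0.13), the stem cell surface gene CD24 (rose by 5.22), the proteasome chaperone gene PSMD5 (rose by 5.30), the homeobox gene HOXD10 (fell by 4.85) and HEY1, a target of NOTCH signalling (fell by 4.85).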

Fig 4 shows that these two gene sets rank among the highest of the 5373 gene sets tested, with q-values of 0.002 for Fc >3 and 0.003 for Fc >4, near the maximum obtainable by the algorithm. Fig 4A shows the strong enrichment of the resistance gene sets across all the ovarian tumors evaluated. As a control, we list the HOX13_01 gene set, which was reported to be one of the most significantly associated with survival in ovarian cancer [40]. These observations indicate that the most differentially expressed genes in the OVCAR-8R spheroids significantly identified patients with more aggressive and/or chemoresistant tumors leading to shorter overall survival.

**Fig 4:**
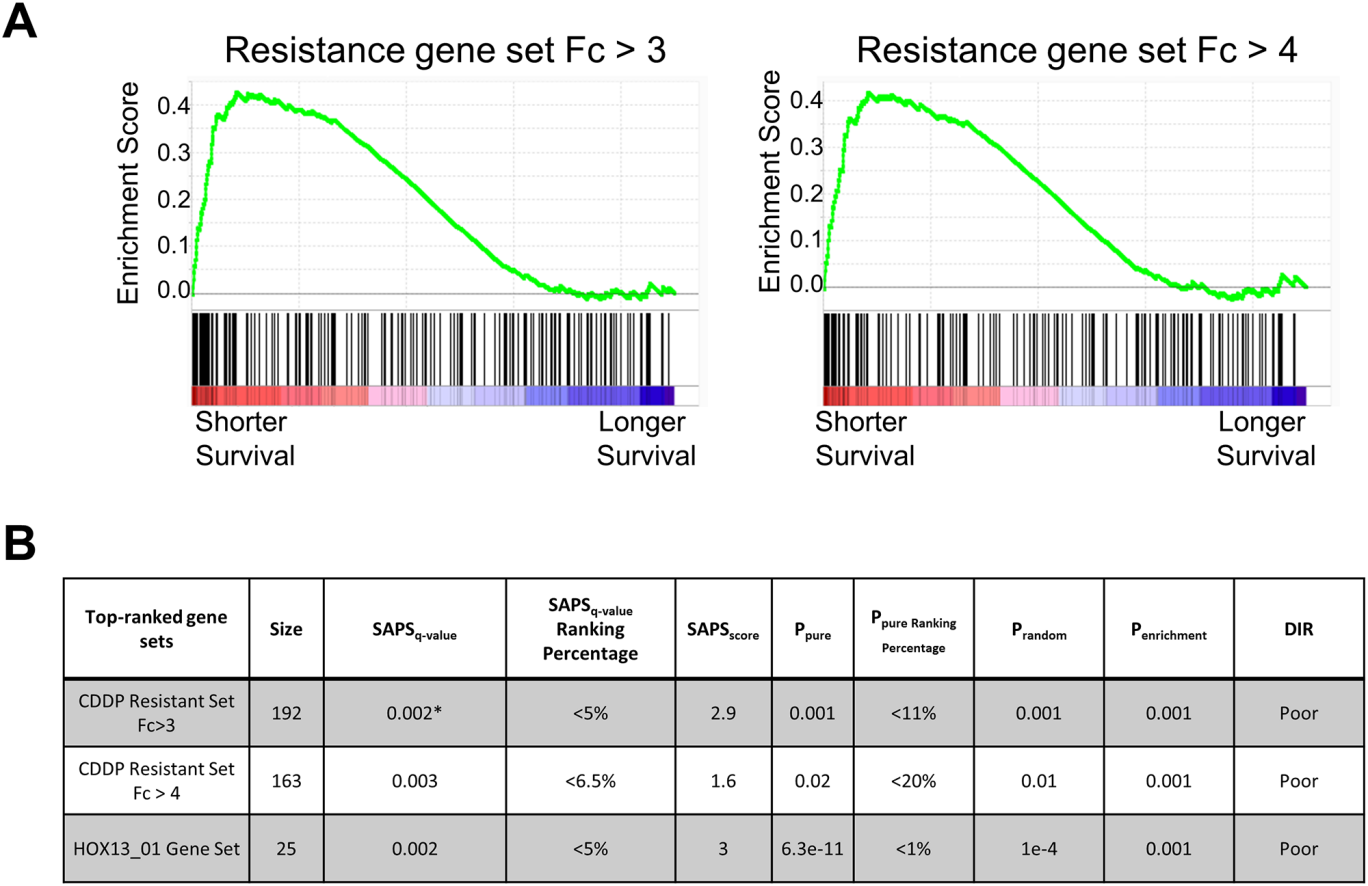
Differentially expressed transcripts are associated with survival across multiple ovarian cancer datasets. (A) SAPS analysis across 1735 ovarian tumor datasets suggests that both the Fc3 and Fc4 resistance transcript lists are significantly associated with shorter survival. (B) The Fc3 and Fc4 resistance gene sets were strongly enriched for shorter survival in the top 5% of all 5357 gene sets tested. Statistics for the resistance and representative strongly enriched gene sets are shown. The HOX13_01 gene set is shown as a positive control to compare the statistics.

To assess if a defined gene expression signature can be derived from the list of differentially expressed transcripts that is associated with patient survival, we identified a 17 gene expression signature that separated OVCAR-8 and OVCAR-8R cells (Fig 5A) and separated high and low risk patients in 3 independent datasets (Fig 5B). These 17 transcripts, selected from the 3,139 resistant gene expression list, were significantly associated with survival in all three independent datasets (Table 1). These observations suggest that features of the sensitive and resistant cells are indicative of tumor behavior in patients.

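All 14 genes of the signature that a probeset named by 1 gene measured had changed between the lines, 7 higher and 7 lower in OVCAR-8R spheroids. Of 9 genes that Table 1 lists as high in high risk patients, 7 were higher. SPOCK1, a matrix proteoglycan gene, rose by 3.47 on the log2 scale (standard error 0.11), IGFBP4, which binds IGFs, by 2.44 (0.09), OLFML3 by 2.41 (0.14), GNA12 by 1.44 (0.12), CTSA by 1.27 (0.08), PTH2R by 1.23 (0.13) and APOE by 1.11 (0.12). The 2 others, LGI2 and PCOLCE2, were lower. LGI2 fell by 1.07 (0.21, adjusted p = 0.00155 from limma) and was not past 2-fold without OVCAR-8R replicate 2 or without OVCAR-8 replicate 3 or 4. PCOLCE2, which enhances procollagen processing, fell by 1.10 (0.10, adjusted p = 9.19e-06). All 5 measured genes that Table 1 lists as low were lower. The synaptic adhesion gene NLGN1 fell by 3.47 (0.10), the phospholipase gene PLA2G4A by 2.10 (0.09), RPRM by 1.24 (0.11) and EIF1AX by 1.07 (0.09), which did not pass 2-fold with cyclic loess. The homeobox gene MEIS1 was lower too. With treat, which tests for more than 2-fold, the calls of 6 of the 14 ended (APOE, EIF1AX, LGI2, PCOLCE2, PTH2R and RPRM). The study chose these genes from its own list of changed transcripts, so their change is not independent evidence, and adjusted over the list alone the counts were also 7 and 7. The patient data were not used here.

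**Figure D2:**
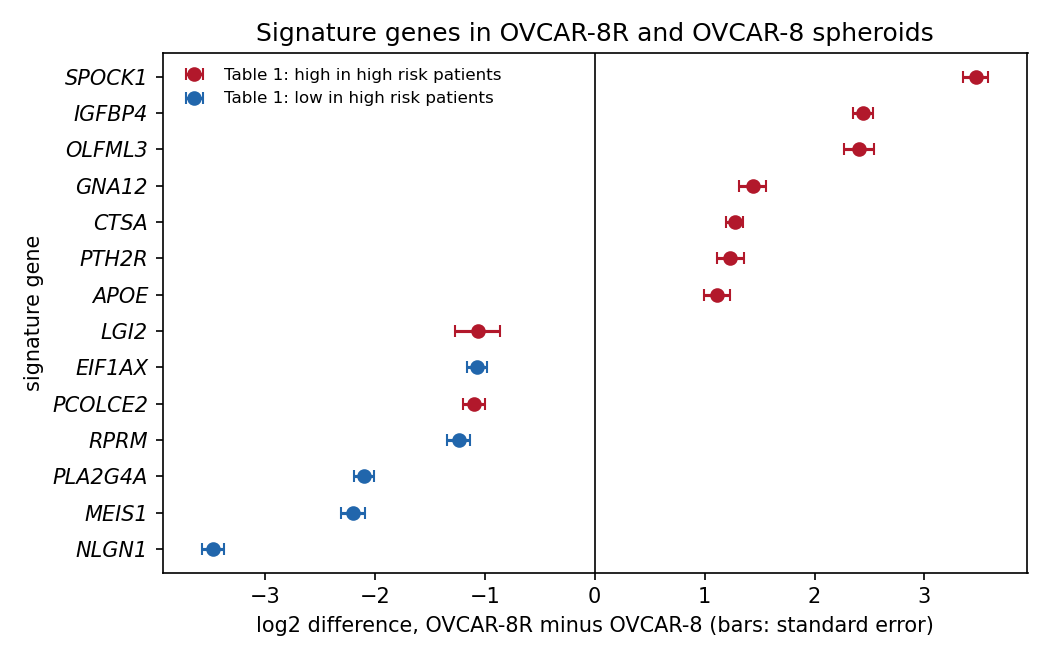
Log2 difference, OVCAR-8R minus OVCAR-8, of the 14 measured signature genes, with the standard error as a bar. Red marks genes that Table 1 lists as high and blue those it lists as low in high risk patients. The red points of LGI2 and PCOLCE2 lie below 0, at -1.07 and -1.10.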

**Fig 5:**
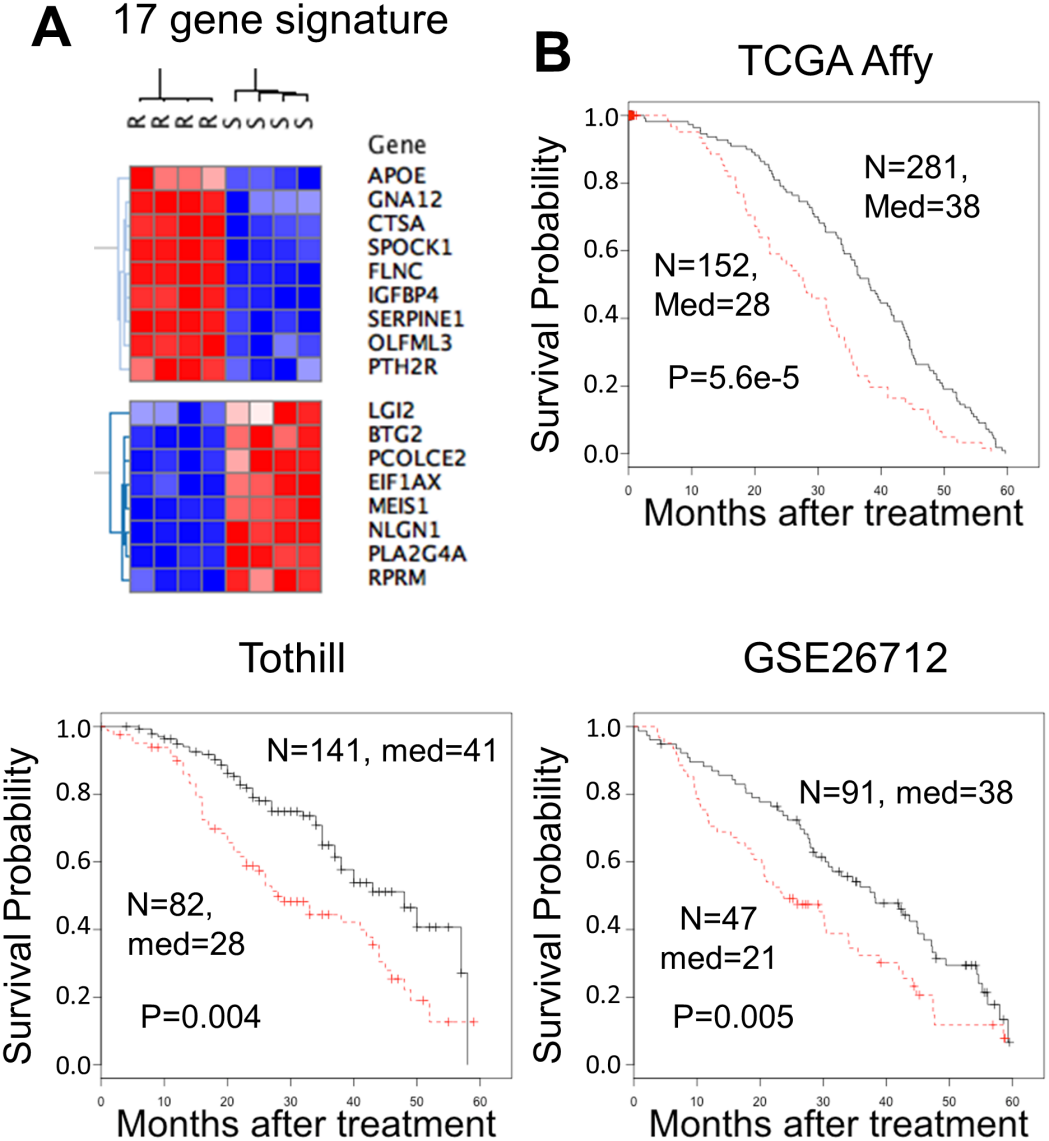
A 17 cisplatin resistance gene expression signature was associated with shorter survival across three independent datasets and distinguishes OVCAR-8R from OVCAR-8 cells. Genes up-regulated in OVCAR-8R spheroids are expressed higher in patients with shorter survival and vice-versa. (A) Hierarchical clustering with Pearson correlation distances separates high and low expression in OVCAR-8R and OVCAR-8 spheroids. Hierarchical clustering was performed using Gene-E software [16]. (B) Overall survival curves for the three indicated datasets. Only patients with survival data up to 5 years were considered. The number of patients (n), median survival (med), and the p-value from a log-rank test are indicated. The red line indicates high risk and the black line represents low risk patients.

**Table 1:** The 17 transcripts constituting the resistance survival expression signature.

Gene Symbol	Gene Name	Expression Levels in High Risk Patients
APOE	apolipoprotein E	High
BTG2	BTG family, member 2	Low
CTSA	cathepsin A	High
EIF1AX	eukaryotic translation initiation factor 1A, X-linked	Low
FLNC	filamin C, gamma (actin binding protein 280)	High
GNA12	guanine nucleotide binding protein (G protein) alpha 12	High
IGFBP4	insulin-like growth factor binding protein 4	High
LGI2	leucine-rich repeat LGI family, member 2	High
MEIS1	Meis homeobox 1	Low
NLGN1	neuroligin 1	Low
OLFML3	olfactomedin-like 3	High
PCOLCE2	procollagen C-endopeptidase enhancer 2	High
PLA2G4A	phospholipase A2, group IVA (cytosolic, calcium-dependent)	Low
PTH2R	parathyroid hormone 2 receptor	High
RPRM	reprimo, TP53 dependent G2 arrest mediator candidate	Low
SERPINE1	serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1	High
SPOCK1	sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1	High

## Discussion

We developed a new spheroid model of drug resistance and provided evidence supporting its utility as a model for HGSOC tumors. We applied genome-wide expression profiling to gain insight into potential resistance mechanisms in the spheroids and examined which pathways may be relevant to patient tumors. In this model, resistance was not due to changes in drug transport or DNA repair, but rather to sequestration in combination with increased expression of anti-apoptosis pathways, cytokines, and an increased mesenchymal expression profile. Importantly, the changes adapted by the resistant cells in the expression profile identified patients with shorter survival and higher likelihood of relapse. We conclude that multiple mechanisms contribute to the cisplatin resistance of OVCAR-8R spheroids that are relevant to patients.

Previous *in vitro* models of selected cisplatin resistance in ovarian cancer cell lines revealed a plethora of resistance mechanisms [6], of which sequestration and platinum inactivation are examples [21, 41]. To determine how the OVCAR-8R spheroid resistance model compares to previously described cisplatin resistance models, we compared the gene expression changes to the A2780 resistance model in the GSE15709 [42] and GSE28648 [43] datasets. We found just 39 genes were differentially expressed across all 3 datasets (data not shown). We hypothesized that these 39 genes would be associated with survival and chemoresponse in patients. However, no significant association with survival was observed (data not shown). These findings indicate that the heterogeneity of the cell line models makes it challenging to connect gene expression signatures derived from such different conditions in this heterogeneous disease. This could be due to the strikingly different genetic backgrounds of these cell lines or because of the differences in monolayer vs. spheroid culture conditions. Phenotypic and genetic analysis of pre-clinical models, including established cell lines, has led to sometimes-conflicting interpretations of the validity of certain models [7]. The extreme genetic heterogeneity of ovarian tumors warrants continued development of pre-clinical models to capture the range of resistance mechanisms in various genetic backgrounds.

We specifically tested if resistance is associated with decreased platinum concentrations in the resistant cells and did not observe a significant difference in intracellular cisplatin concentrations. The gene expression data and platinum uptake assay were consistent with cisplatin resistance being caused by increased sequestration of platinum, through up-regulation of metallothionein and other sulfur rich proteins. Consistent with sequestration, metallothionein I and II isoforms were up-regulated between 3-fold to 7-fold in OVCAR-8R cells, and metallothionein-1E was among the top genes up-regulated (47-fold) compared to parental OVCAR-8 cells. Higher expression of metallothioneins is a known mechanism of cisplatin resistance and their increased expression in OVCAR-8R cells is likely contributing to the observed resistance [4]. Therefore, the role of transporters in this OVCAR-8R spheroid model are different than the OVCAR-8 derived cisplatin resistant NCI/ADR-RES line, characterized by high MDR1 expression [44].

The mesenchymal nature of ovarian cancer cells is most often associated with more drug resistant tumors and shorter survival [32, 33, 45, 46]. OVCAR-8 cells are an epithelial cell and 3D culture drives the mesenchymal state [47]. 

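CDH3, which encodes P-cadherin, rose by 1.77 on the log2 scale in OVCAR-8R spheroids (standard error 0.09, n = 4 arrays per line, adjusted p = 2.51e-07 from limma), and COL1A1, a chain of type I collagen, by 2.04 (0.08, adjusted p = 3.70e-08). Of 26 measured epithelial marker genes, 12 were higher, 2 were lower and 12 did not pass the test. With treat, which tests for more than 2-fold, the calls of at least AP1M2 and SPINT2 among the higher genes ended. That of SPINT2 also ended without OVCAR-8 replicate 3 or 4. The tight junction gene CLDN1 rose by 5.00 (0.15), the simple epithelial keratin genes KRT7, KRT8 and KRT18 by 4.45 (0.18), 2.97 (0.09) and 1.90 (0.07), the laminin gene LAMB3 by 3.27 (0.08), DSP (desmoplakin) by 2.47 (0.11) and EPCAM by 2.01 (0.11). CDS1, an enzyme of phosphatidylinositol synthesis, fell by 2.75 (0.12) and MAL2, a protein of apical transport, fell by 1.71 (0.13). CDH1 (E-cadherin) had a difference of -0.23 (0.08) and CLDN4 one of 0.13 (0.09), and neither passed. The epithelial list was higher as a set (camera, adjusted p = 0.00872), but not with an estimated correlation (adjusted p = 0.281 with an estimated correlation), and its counts were the same adjusted over the list alone.

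**Figure D3:**
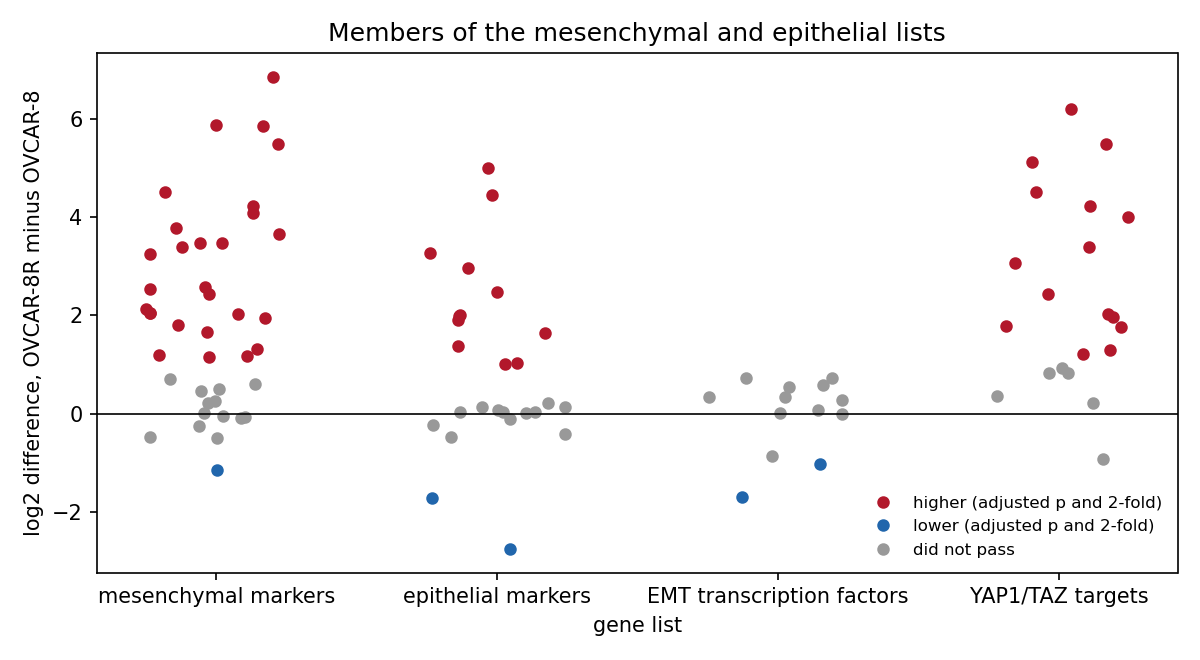
Log2 difference, OVCAR-8R minus OVCAR-8, of each measured member of the mesenchymal, epithelial, EMT transcription factor and YAP1/TAZ target lists. Red points passed the test as higher (27, 12, 0 and 15 genes in that order), blue points as lower (1, 2, 2 and 0) and grey points did not pass.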

We observed increased expression in genes associated with epithelial—mesenchymal transition (EMT), such as YAP1, vimentin, fibronectin, collagen type 1 alpha 1, and P-cadherin expression [48]. OVCAR8 cells are reported to have relatively high YAP1 expression [49]. 

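Of 24 measured genes for TGF-β, EGF and FGF ligands and receptors, 12 were higher in OVCAR-8R spheroids, 2 were lower and 10 did not pass the test. The TGF-β ligand genes TGFB1 and TGFB2 rose by 1.73 (standard error 0.09) and 2.03 (0.13) on the log2 scale and the receptor gene TGFBR2 by 1.85 (0.08), whereas TGFB3 had a difference of -0.96 (0.11) and did not pass. The gene of EGF itself had a difference of -0.09 (0.07, adjusted p = 0.365 from limma). Among other ligands of the EGF receptor family, NRG1 rose by 2.35 (0.11) and HBEGF by 2.16 (0.07), while EREG, BTC and TGFA had differences of 0.15, 0.27 and 0.28 and did not pass. The receptor gene ERBB3 rose by 2.26 (0.11). In the FGF family, FGF5 rose by 2.25 (0.10), FGF1 by 2.02 (0.12), FGF2 by 1.51 (0.11) and FGFR1 by 1.41 (0.09), while FGF9 fell by 1.83 (0.11) and FGFR2 by 1.63 (0.10). The list was higher as a set (camera, adjusted p = 0.000709), but not with an estimated correlation (adjusted p = 0.12 with an estimated correlation), and adjusted over the list alone its counts were again 12 and 2. From the EMT-associated genes YAP1, vimentin, fibronectin, P-cadherin and collagen type 1 alpha 1, from growth factor genes like these and from the expression pattern as a whole, the paper reasons that OVCAR-8R spheroids model tumors that are more mesenchymal and drug resistant.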

We observed changes in growth factor genes associated with EMT, such as transforming growth factor (TGF-β), epidermal growth factor (EGF), and fibroblast growth factor (FGF). The global gene expression pattern further supports the increased mesenchymal state of the OVCAR-8R spheroids. Together, these observations indicate that the OVCAR-8R spheroids model more mesenchymal, drug resistant tumors.

Our observations indicate that the OVCAR-8 spheroids represent a good model to examine cisplatin resistance *in vitro*. Similar to ovarian tumors, multiple mechanisms appear to contribute to resistance and the differentially expressed genes in the resistant cells correlate with poor outcomes in patients. These changes in gene expression were long-lasting responses as resistance was maintained after extensive culture in the absence of platinum. This *in vitro* model reflects similar cisplatin resistance mechanisms as those found in patients and will be useful for further physiological characterization of the resistance and investigation of methods for killing drug resistant cancer cells. We cannot conclude that all the observed changes are only observed in the spheroid form of the cells and not in the monolayer. Here, we focused on the spheroids and future efforts may evaluate differences in monolayer cultures.

A limitation of our study is that we only analyzed one cell line. Despite this limitation, this spheroid model is relevant to ovarian tumors as indicated by the common gene expression changes observed in the model and in ovarian tumors. The observation of the increased expression of many mesenchymal markers, a global gene expression profile associated with survival using a global analysis, SAPS, as well as the derivation of a specific 17 gene expression signature, all support the utility of this spheroid model to investigate mechanisms relevant to patients.

In summary, these observations indicate that the mechanisms of resistance in the OVCAR-8R cell line model are relevant to ovarian cancer patients, and support further investigation into the role of these genes in the development of resistance in ovarian cancer. This study of a spheroid model of ovarian cancer provides a foundation to gain new insights into cisplatin resistance in an *in vitro* model.

## Supporting Information

S1 Table List of primer sequences used for qPCR. (DOC) Click here for additional data file.

S2 Table List of genes significantly differentially expressed between OVCAR-8R and OVCAR-8 spheroids. (XLSX) Click here for additional data file.

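Table S2 gives, for each probeset, the log2 RMA signal on every array and an Fc column. The first 1997 of its rows were held for this comparison. In them, the Fc column is the mean log2 signal of OVCAR-8R minus that of OVCAR-8, so an Fc of 1 is a 2-fold difference. Over these probesets it correlated with the log2 differences computed here with r = 1.00, and all 1997 had the same sign. The signals differed slightly, with a median log2 value 0.01 higher here than in the table.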

S3 Table Gene Set Enrichment Analysis (GSEA) of the Cancer Hallmarks and Reactome gene sets. Four worksheets are provided listing the gene sets enriched in the resistant or parental cells.
(XLSX) Click here for additional data file.

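Gene set enrichment analysis ranks all genes by their difference between the lines and asks whether the members of a set lie towards one end of that ranking. The sign of the normalized enrichment score tells which end, and the false discovery rate is estimated from permuted data. The hallmark and Reactome sets themselves were not used here.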

# Supplementary material for: Cisplatin Resistant Spheroids Model Clinically Relevant Survival Mechanisms in Ovarian Tumors
**Source:** PLoS One. 2016 Mar 17;11(3):e0151089. doi: 10.1371/journal.pone.0151089
**Supplement:** S1 Table

| Gene | Forward primer (5’→3’) | Reverse primer (5’→3’) |
| --- | --- | --- |
| EGFR | CTGGAGAAAGGAGAACGCC | TCAACTCACGGAACTTTGGG |
| IL1B | ACAGTGGCAATGAGGATGAC | CGGAGATTCGTAGCTGGATG |
| ITGB1 | ATCCCTGAAAGTCCCAAGTG | GTCTACCAACACGCCCTTC |
| LIN28B | CAAAGGGAAGACACTACAGAAAAG | CTTCTTTGGCTGAGGAGGTAG |
| MMP1 | CTGCTTACGAATTTGCCGAC | GCCAAAGGAGCTGTAGATGTC |
| MT1E | CATCCCCTTTGCTCGAAATG | ACAGCAGCTCTTCTTGCAG |
| UBB | TTGGTGATTGGCAGGATCC | TTTCGATGGTGTCACTGGG |
| GAPDH | ACATCGCTCAGACACCATG | TGTAGTTGAGGTCAATGAAGGG |

**Table S1. List of primer sequences used for qPCR.**

How the deposited data were processed for this re-analysis (not part of the article)

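Spheroids of the ovarian carcinoma line OVCAR-8 and of its cisplatin-resistant derivative OVCAR-8R were profiled on Affymetrix Human Gene ST arrays, with 4 arrays per line. The authors extracted RNA, hybridized it, and computed signals by RMA in Affymetrix Expression Console (version 1.1). The version of RMA itself is not given in the sources used here. The deposited table holds 1 intensity per probeset and array on the linear scale. It was not filtered, and it holds 33297 probesets. The plan assumed log2 values, so log2 of each intensity was taken first. RMA quantile-normalizes the arrays, which removes any overall difference in signal between the lines. The annotation that pairs probesets with genes names 1 gene for 19460 probesets and several genes for 1754, and it leaves 12083 unnamed here. Symbols were looked up by gene identifier in a table of RefSeq genes of the assembly GRCh38.p14, in which 19429 of the probesets with 1 gene were found, and no symbol had to be changed. No gene is named from a probeset with several genes. Control probesets could not be told from others with the sources used here and stayed in the tests.

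As in the methods, a probeset was left out where its mean lay in the lowest 25% of signal in both lines (log2 means of 5.11 in OVCAR-8R and 5.16 in OVCAR-8). This kept 25628 probesets. Of the 15931 genes they measure, 647 had several probesets and were represented by the one with the highest mean over all arrays, and in 62 the probesets disagreed in the call. Differences were tested with lmFit and eBayes of limma (version 3.58.1, R version 4.3.3) with Benjamini-Hochberg adjustment over the probesets kept, without a replicate block, and called at an adjusted p under 0.05 and a log2 difference of at least 1. The sample titles call the arrays biological replicates. The p-values measure the spread between these arrays, part of which may be technical. The methods name Student's t-test and q-values, and the text a q-value under 0.01.

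Gene lists, the rule for naming genes, the tests of differences and lists and the alternatives named below were fixed before the data were examined. A few tests and alternatives added later are named as such where they stand. Part of the paper's Table S2 and the heat maps of Figs. 3C and 5A had been seen by then. The rule takes every gene the paper names that a probeset with 1 gene measures, the 15 genes with the largest rise and the 15 with the largest fall among those called and with the lines fully separated, and up to 4 called members of each list in each direction with the largest differences. The findings give values for only part of the genes that the rule takes. Left out are, for example, GOLIM4, GPR50, GALNT13 and ZCCHC12 among the largest falls, and MECOM among the lower ovarian lineage genes. Members that did not pass were chosen as examples after their values were seen, and so were the called members ADSL, ANKRD1, CCN1, CXCL1, CXCL2, DSP, EPCAM, FGF1, FGFR1, LOXL2, MT1B, MT1F, MT1X, SPARC, TGFBR2, THBS1 and TK1, and the SNORD116 cluster. Lists written from general knowledge were tested as sets with camera at a preset correlation between genes of 0.01, where at least 4 members were measured, which gave 43 tests with Benjamini-Hochberg adjustment over them. Lists that the study chose were counted and not tested as sets. The correlation between arrays and qPCR was taken across genes with exact permutation tests. Of the 43 lists, 15 passed with the preset correlation, 12 higher and 3 lower, and 3 with an estimated correlation (mesenchymal markers, YAP1/TAZ targets and NF-kB targets).

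The procedure was tested on simulated data for this comparison, with 25258 probesets, among which 97 of 100 probesets changed by a log2 size of 1.5 and 93 of 100 changed by a size of 2 were recovered. Arrays give no depth, and 4 per line limit the precision. The alternatives were other filters on signal, other thresholds, the methods' t-test, an intensity trend in limma, the treat test, 3 rescalings of the arrays, array weights, the mean of all probesets of a gene, a replicate block, and leaving out each array in turn. Survival data, platinum uptake, cell viability and the published gene sets were not analysed here.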

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

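The tests on fibroblast collagen genes and on GSTT1, and the use of cyclic loess alone against the normalization, were chosen only after the result was seen, the last because the other rescalings shift all genes of an array alike.

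Between OVCAR-8R and OVCAR-8 spheroids 2668 genes differ, mesenchymal genes among them. A chance split of the arrays is argued against. Of 35 splits of the 8 arrays into 4 and 4, only 1, the real one, called as many genes. The others called 0 with limma, at most 14 at an unadjusted p and 2-fold, and 0 by t-test. The arrays of a line share its derivation, so the splits do not bear on changes that arose by chance during it. An intensity trend left by the normalization is argued against by the count of 2640 genes under cyclic loess, though the quantile normalization in the deposited values could not be undone. Fibroblasts in the OVCAR-8R cultures are argued against as the whole cause, because of 10 fibroblast markers only 1 was higher and the median log2 difference was -0.03, and the median was -0.0738 over COL1A1, COL1A2, COL3A1, COL5A1, COL5A2, COL6A3 and LUM, although genes that fibroblasts also express, COL1A1, COL6A1, COL6A2, FBN1, BGN, LOX and SPARC, were higher and a small share of such cells stays open. Whether the cells on the OVCAR-8 arrays carry a deletion that OVCAR-8R cells lack cannot be told apart from silencing. GSTT1, a gene that is often deleted, had a mean log2 signal of 5.695 in OVCAR-8 and 8.455 in OVCAR-8R. The former is below the median of all probesets. As a derived line cannot regain a deleted gene, a deletion would mean that the cells on the OVCAR-8 arrays differ from those OVCAR-8R came from. Whether such cells would be of the same stock or of another was not tested. The paper reports that ATCC authenticated its OVCAR-8 cell lines. Of 20 ovarian lineage genes, 3 were higher and 2 lower in OVCAR-8R. Among the higher ones, PAX8 and MSLN had mean log2 signals of 6.51 and 6.46 in OVCAR-8, below the median of all probesets (6.683). In OVCAR-8R their signals were 10.28 and 10.29. Whether the lines share an origin was not tested with these genes. The acquired resistance itself stays among the open explanations.

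Genes of the SNORD116 cluster, imprinted small nucleolar RNAs that the paper does not discuss, were higher in OVCAR-8R by their probesets, 16 of 16 measured. The log2 differences ran from 1.97 to 8.3908. These sizes are lower bounds for the probeset, not for the single copy, where OVCAR-8 is near background. A higher yield of small RNAs on the OVCAR-8R arrays is argued against by 121 other SNORD and SNORA genes, whose median was -0.418. Cross-hybridisation among near-identical copies cannot be told apart from a rise of each copy: PWAR6, the only gene of other sequence measured in the stretch, was higher by 2.71 (0.29), but a rise of 1 copy along with its stretch would raise it too, so the bound set for it beforehand does not bear on how many copies rose. A change of imprinting with resistance was not tested.

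X-linked genes, which the paper does not discuss as a group, had a median log2 difference of -0.318 over 558 genes, against -0.00317 for other genes, and 141 were lower and 30 higher. An intensity trend left by the normalization is argued against, since the gap between the medians was 0.321 under cyclic loess, though the quantile normalization in the deposited values could not be undone. A shift of all X-linked genes, such as a lower X dosage, cannot be told apart from a fall of some, since 72.2% of the genes were lower, between the bounds set for either, and the value moves with the signal filter: the median was -0.602 (75.6% lower) with the lower 50% of signal left out, -0.736 (81.9% lower) for the 254 X-linked genes in the upper 50%, where other genes had -0.0304, and -0.186 (74.1% lower) with no filter. Of the X-linked genes 25.3% were called lower, against 7.77% on other chromosomes, and 4 of the top 15 falls lay on the X chromosome. The gene lists were not split by chromosome, so falls of their X-linked members were not set apart from this pattern. A change in copy number or silencing with resistance was not tested.

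Gene lists that the paper does not discuss stood apart as sets. NRF2 target genes had a median log2 difference of 0.384, with 5 of 18 higher, NQO1 by 2.78 (0.15) among them (camera, adjusted p = 0.00872, and adjusted p = 0.0873 with an estimated correlation). NF-kB target genes had a median of 1.185, with 8 of 14 higher, NFKB2 by 2.06 (0.09) (adjusted p = 5.97e-07, and 0.0175 with an estimated correlation). Interferon-stimulated genes had a median of 1.391, with 17 of 27 higher, IFI44 by 5.06 (0.08), a lower bound as OVCAR-8 was near background, while ISG15 had a difference of 0.22 (adjusted p = 3.91e-08, and adjusted p = 0.0841 with an estimated correlation). Genes of MHC class I presentation had a median of 1.286, with 4 of 7 higher, TAPBP by 3.23 (0.12), and B2M lower by 1.64 (0.12) (adjusted p = 0.0179, and adjusted p = 0.150 with an estimated correlation). With treat, which tests for more than 2-fold, 4 NRF2 targets, 6 NF-kB targets, 13 interferon-stimulated genes and 3 genes of MHC class I presentation were higher.

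Genes of oxidative phosphorylation had a median of -0.329, with 3 of 28 lower, NDUFA1 by 1.32 (0.15) (adjusted p = 0.0214, and adjusted p = 0.579 with an estimated correlation). Keratin genes had a median of 0.1651, with 4 of 10 higher (adjusted p = 0.0329, and adjusted p = 0.579 with an estimated correlation). Integrin genes had a median of 0.5392, with 7 of 18 higher, ITGA3 by 4.75 (0.11) and ITGB8 by 3.87 (0.18) (adjusted p = 0.00654, and adjusted p = 0.0841 with an estimated correlation). HOX genes had a median of -0.3141, with 5 of 27 lower, HOXD11 by 2.13 (0.16) (adjusted p = 0.0232, and adjusted p = 0.281 with an estimated correlation). With treat the calls of NDUFA1, NDUFA5 and COX7B, all those in oxidative phosphorylation, ended, and 3 keratin and 5 integrin genes were higher and 2 HOX genes lower. Counts adjusted over the list alone were the same in these 8 lists.

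Of 460 groups of 4 arrays for the genes named in the text, 19 held 1 array far from the other 3, where chance gives about 1 in 20 groups. The log2 signals, with the range of the other arrays in brackets, were ABCC2 7.04 on OVCAR-8R replicate 4 (6.991 to 6.997), ABCC2 6.207 on OVCAR-8 replicate 3 (6.431 to 6.475), ATIC 10.99 on OVCAR-8 replicate 2 (11.23 to 11.26), BCL2L11 6.766 on OVCAR-8R replicate 3 (7.058 to 7.117), CCL2 5.53 on OVCAR-8R replicate 2 (5.794 to 5.821), CLDN1 6.985 on OVCAR-8 replicate 1 (7.235 to 7.281), COL3A1 6.078 on OVCAR-8 replicate 4 (6.243 to 6.271), GNA12 7.557 on OVCAR-8 replicate 2 (8.061 to 8.113), GSTT1 8.187 on OVCAR-8R replicate 3 (8.534 to 8.557), GTF2H5 8.928 on OVCAR-8 replicate 3 (9.288 to 9.348). The remaining ones were HOXD10 10.58 on OVCAR-8 replicate 2 (10.87 to 10.9), ICAM1 11.38 on OVCAR-8R replicate 2 (11.23 to 11.24), INA 6.736 on OVCAR-8 replicate 3 (6.361 to 6.389), IRS4 5.913 on OVCAR-8R replicate 1 (6.32 to 6.339), MID1 4.679 on OVCAR-8R replicate 2 (4.811 to 4.832), MMP1 13.37 on OVCAR-8R replicate 3 (13.23 to 13.25), PCOLCE2 7.083 on OVCAR-8 replicate 2 (7.443 to 7.496), TGFB1 8.531 on OVCAR-8R replicate 1 (8.692 to 8.726) and WWTR1 7.667 on OVCAR-8 replicate 2 (7.904 to 7.944).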

How the results depend on the processing

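Of the alternatives, 3 were chosen after the data were seen: the main component of the residuals as a covariate, OVCAR-8R arrays averaged in 2 pairs, and only probesets that the annotation lists. They gave 2668, 2667 and 2668 changed genes. Under the alternatives set earlier, other than treat and no fold threshold, the count lay between 2512 and 2714 genes. The treat test with a minimum log2 difference of 1 gave 1475 genes (832 higher, 643 lower) and 1891 probesets, as it asks more than 2-fold beyond the error. Without a fold threshold there were 9172 genes (4396 higher, 4776 lower) and 13043 probesets, as it asks less. Of 869 genes listed, treat ended the call of 86, cyclic loess of 9, array median centring of 4 and array weights of 4, leaving out 1 array ended 3 to 8, and 0 reversed. Low signal over background limits probesets near the filter.

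With an estimated correlation between genes, camera passed 3 lists, and adjusted p rose to 0.0703 for metallothioneins and for cytokines, 0.0873 for NRF2 targets, 0.579 for homologous recombination, oxidative phosphorylation and keratins, 0.0841 for interferon-stimulated genes and integrins, 0.150 for MHC class I, 0.281 for epithelial markers and HOX genes and 0.120 for growth factors. The cause was not tested. The fry test, which asks whether a list moves, not whether it moves more than other genes, passed 35 lists, with adjusted p of 0.0334 for platinum transporters (lower, whereas camera had them higher), 0.000262 for nucleotide excision repair, 3.82e-05 for mismatch repair, 4.99e-06 for base excision repair, 0.000755 for translesion synthesis, 2.84e-05 for apoptosis inhibitors and histones, 0.00276 for nucleotide metabolism (higher, whereas camera had it lower), 0.000501 for EMT transcription factors, 0.00917 for Hippo components and fibroblast markers, 0.000160 for proliferation, 0.000301 for cancer-testis genes, 0.0327 for ovarian lineage, 0.000157 for immune, 0.00118 for endothelial and 0.00434 for neuronal markers, 3.37e-06 for commonly deleted genes, 7.08e-05 for hypoxia and 0.000141 for endoplasmic reticulum stress. Keratins had an adjusted p of 0.0578 with ranks and 0.0543 with cyclic loess, and oxidative phosphorylation 0.0518 with cyclic loess. Without 1 array, adjusted p ranged from 0.0499 to 0.106 for proliferation genes and from 0.0191 to 0.0565 for keratins. The cause was not tested. The mean r between arrays of different lines was 0.872 without the 1000 genes most variable within lines and -0.000169 on residuals within lines alone, where each line's mean is removed by construction.

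The replicate block gave 2668 genes and 3681 probesets. The samples share only a number, as same-number deviations correlated between -0.323 and 0.443, and 3 of 8 arrays correlated best with their own number, a hint from the data, not the design. The block is not used as evidence of pairing.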

Differences from the paper's values

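The paper gives 3-fold as the lowest rise among metallothionein I and II isoforms other than MT1E. The lowest here was that of MT1H, 1.89-fold, and it did not pass the test. Of the alternatives set before the data were examined, leaving out OVCAR-8 replicate 1 gave the value nearest to the paper's, 2.14-fold. The others gave 1.74-fold to 1.92-fold. The lowest isoform that passed was MT1B, at 2.95-fold, though passing itself asks for 2-fold. The highest was MT2A, 9.55-fold against the paper's 7. Over the alternatives it lay between 9.0-fold (without OVCAR-8 replicate 3) and 10.7-fold (cyclic loess). Whether these folds differ from the paper's beyond their error was not tested.

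For the signature, the paper's legend states that genes listed as high in high risk patients are higher in resistant cells. LGI2 and PCOLCE2 are listed as high and were lower here, at -1.07 and -1.10, while 12 of 14 measured genes went the stated way.

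The paper states that the nucleotide metabolism set was higher in OVCAR-8R. The list used here, which is not that set, had 6 genes higher and 5 lower, with a median of -0.12 and a mean of 0.25. As a set it was not lower by camera (adjusted p = 0.823), and fry placed it higher (adjusted p = 0.00276). In the paper's Table S3, the Reactome sets with positive scores stand in the worksheet named for OVCAR-8 and those with negative scores in the one named for OVCAR-8R, opposite to the hallmark worksheets. The set for metabolism of nucleotides has a positive score and stands in the worksheet named for OVCAR-8.

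The paper's fold changes are on more than 1 scale. For YAP1 it gives both 3-fold, near the linear 2.88-fold here, and an Fc of 1.5, near the log2 difference of 1.53, whereas the values for MT1E and the transporters match linear folds. No test was chosen after the result was seen for this part.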

Other observations

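The contrast of OVCAR-8R arrays 1 and 3 with arrays 2 and 4 is the test in this part that was chosen only after the result was seen, since those pairs were found in the same values.

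Genes of other groups also differed between OVCAR-8R and OVCAR-8 spheroids. Ovarian lineage genes went both ways, 3 higher and 2 lower of 20, with PAX8 and MSLN higher by 3.77 (0.11) and 3.83 (0.15) and SPON1 lower by 1.93 (0.10) (camera, adjusted p = 0.743). Among stem cell and oncofetal genes, 4 were higher and 4 lower of 12, HMGA1 by 2.12 (0.09) higher and IGF2BP3 by 3.91 (0.13) lower (adjusted p = 0.803, median 0.20, mean -0.14). Glutathione enzyme genes split 3 and 3 of 21, with GCLM higher by 1.46 (0.13) and GSTA4 lower by 4.00 (0.10) (adjusted p = 0.483, median 0.27, mean -0.03). The list of replication-dependent histone genes had 56 measured symbols, among them the antisense RNA H1-10-AS1 and the pseudogenes H1-9P and H2BC19P, and 14 were higher, H3C11 by 5.61 (0.13), and 4 lower (adjusted p = 0.0775). The 4 include the pseudogene H2BC19P, and H4C14 and H4C15, which have identical values and count as 1 measurement. Proteasome genes had 2 higher and 1 lower of 29 (adjusted p = 0.183, median -0.30). With treat, which tests for more than 2-fold, 3 stem cell and oncofetal genes were higher and 3 lower, 1 glutathione enzyme gene higher and 1 lower, 13 histone genes higher and 2 lower (H4C14 and H4C15), and 2 proteasome genes higher and 0 lower.

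Of 32 proliferation genes, 3 were lower, CENPF by 1.64 (0.08) (adjusted p = 0.0774), and the calls of the other 2, CDK1 and CENPE, ended with treat, with cyclic loess and without OVCAR-8R replicate 1, which left 1. Hypoxia genes split 5 and 3 of 24 (adjusted p = 0.321), with ANGPTL4 higher by 3.06 (0.11) and EGLN3 lower by 1.93 (0.13), and p53 targets 3 and 2 of 22 (adjusted p = 0.763), with TP53I3 higher by 1.64 (0.12) and SESN1 lower by 2.13 (0.15). Cholesterol synthesis genes split 3 and 1 of 14 (adjusted p = 0.284, median 0.35, mean -0.16), but MSMO1 and MVD, at 1.00 and 1.01, were just past the threshold and lost their calls without OVCAR-8 replicate 1, and with treat those of all 3 higher genes, DHCR7 included, ended. Endoplasmic reticulum stress genes had 4 lower of 17, ATF3 by 1.79 (0.13) (adjusted p = 0.184). Neuronal markers split 2 and 2 of 8, INA higher by 4.31 (0.15) and NEFL lower by 2.49 (0.08) (adjusted p = 0.435). With treat 2 hypoxia genes were higher and 2 lower, 2 p53 targets higher and 1 lower, and 3 endoplasmic reticulum stress genes lower.

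Some markers of other cell types and of other groups also changed. The immune marker CD68 was higher by 2.52 (0.08), 1 of 5 (adjusted p = 0.321), the endothelial genes TIE1 and ERG by 1.24 (0.15) and 1.15 (0.10), 2 of 9, both calls that ended with treat (adjusted p = 0.113), and 1 of 10 fibroblast markers was higher and 1, LUM, lower, a call that also ended with treat (adjusted p = 0.743, median -0.03, mean 0.14). HLA-DMA was the 1 of 5 MHC class II genes that was higher, by 1.31 (0.08) (adjusted p = 0.743, median -0.19). The cancer-testis genes SYCP1 and PRAME were higher by 2.47 (0.17) and 2.00 (0.09), 2 of 10 (adjusted p = 0.706), with SYCP1 near background in OVCAR-8, so that its size is a lower bound. CTCFL had a difference of -0.39 in the probeset used and did not pass, but 5.77 in its other one. Of 6 genes with common deletions, GSTT1 was higher by 2.76 (0.14) (adjusted p = 0.319). Counts adjusted over the list alone were the same in these lists.

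On OVCAR-8R arrays 1 and 3, 184 small RNA probesets had a median log2 signal 0.29 higher than on arrays 2 and 4, against 0.00292 for all probesets.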
